A study of Drosophila melanogaster with 6 samples.

How the data were processed

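RNA was measured by poly(A)-selected, strand-preserving RNA sequencing of whole antennae of female *Drosophila melanogaster*. Per the labels' protocols, 350 females of each genotype were reared side by side for every pair of replicates at 25 °C, antennae were taken from flies 2 to 5 days old by freezing and sieving, and libraries were made from 100 ng of total RNA. The labels give 6 samples in 2 groups of 3, control and E93RNAi, and number the replicates 1 to 3 in each group. Groups were taken from the sample titles and the yes or no entry for the knockdown. The genotype text in the treatment protocol attaches the hairpin construct to the control and the empty landing-site strain to E93RNAi, the opposite of the titles and sample descriptions. The titles were followed, and the count of the targeted gene was examined in each sample.

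The deposited files hold raw read counts per gene, 1 file per sample, for 17698 FlyBase gene identifiers, followed by 5 summary lines for reads that were not assigned to a gene. Whole numbers and unequal column totals showed that the deposited counts are not normalized. Neither the labels nor the file headers state the aligner, the counting program, the genome build, the annotation or whether counting used strand. The names of the summary lines are those written by HTSeq-count. Symbols came from a table of gene identifiers, which paired 17560 of the 17698 identifiers with a symbol. The arm, strand, exon length and overlap of each gene came from the Ensembl release 115 annotation (BDGP6.54), matched on gene identifier. No coordinates are given because the build behind the counts is not stated.

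The total count over genes ranged from 16639918 to 18400979 reads per sample. At this depth 3 counts, taken as the smallest countable signal, correspond to 0.163 to 0.182 CPM. CPM is the usual scaling of counts by library size, here with the size adjusted by the TMM factors described below. Such floors cover counting error only, since reads from amplified libraries without molecular identifiers are not independent molecules.

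Genes were kept by edgeR's filterByExpr with default settings, which left 9237 genes. Counts were scaled by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the group alone, with all 6 samples in the fit. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 counted as changed. Fold changes are log2 of E93RNAi over control, and standard errors (SE) were derived from the quasi-likelihood F statistic. Expression levels are TMM-normalized CPM, given as mean ± SD of 3 samples. Where all 3 samples of a group held at most 3 counts, the fold is a lower bound computed against 3 counts. Gene families were defined by symbol: odorant receptors (Or, with *Orco*), ionotropic receptors (Ir), gustatory receptors (Gr) and odorant-binding proteins (Obp). Each family was tested with camera, which asks whether a gene set shifts against the other tested genes. The share of changed genes in a family was compared with that among all other tested genes by a two-sided Fisher's exact test, and with 10000 random lists matched in 20 bins of mean count. This comparison of shares was chosen after the data were examined.

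The genes named in the text follow a rule set before the data were examined. They are *Eip93F*, the 5 largest rises and 5 largest falls among changed genes with a mean of at least 20 counts and no overlap between groups, up to 5 rises and 5 falls by the same criteria in each of the Or and Ir families, the *Ir75a*, *Ir75b* and *Ir75c* cluster, *tio*, *Dcr-2*, *w* and *peb*, and any changed member of a fixed list of 15 regulators of receptor expression. Any other gene named was chosen after its values were seen.

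The pairing comes from the treatment protocol, which speaks of pairs of replicates, and from the shared replicate numbers. The main fit had no replicate block, because no paired analysis is stated, and the fit with the block is given beside it. Other alternatives were DESeq2 size factors, library totals, upper-quartile scaling, DESeq2 1.42.0, limma voom, no filter on low counts, a mean of at least 10 counts, leaving out the 20 most abundant genes, leaving out each sample in turn, a stricter threshold of 0.01, a minimum change of 1 on the log2 scale and, for the families, fry. Corrections for exon length and camera on ranks were added after the data were examined. The planned correction for GC content was not run, as no genome sequence was used here.

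The tests were checked on simulated counts for 9237 genes drawn from the real means, dispersions and library sizes. In these, 200 genes were changed by at least 1 on the log2 scale in either direction. Of these, 199 passed the filter and edgeR recovered 193, with 18 false calls, which is 8.53% of its calls. DESeq2 recovered 190 with 12 false calls. Smaller changes were not simulated, so the recovery does not bear on the many real calls below 1 on the log2 scale. Pairwise chi-square statistics per degree of freedom within groups were between 3.25 and 6.98, so no replicates agreed within sampling noise and each counted as its own sample.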

Results

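The transcriptome of the antenna, the main olfactory organ of the fly, was compared between control females and females in which *Ecdysone-induced protein 93F* (*Eip93F*, E93) was targeted by RNA interference. E93 is a transcription factor induced by the steroid hormone ecdysone. Per the labels' protocols, a Gal4 driver (*peb*-Gal4) was combined with a transgene for *Dcr-2*, an enzyme that strengthens RNA interference, in both genotypes. The comparison asks how loss of E93 alters antennal gene expression. Each group had 3 biological replicates. Total gene counts were 16639918, 17658380 and 18400979 reads in control replicates 1 to 3 and 17115956, 17694582 and 18127735 reads in E93RNAi replicates 1 to 3. The group means, 17566426 ± 884124 reads for control and 17646091 ± 507630 reads for E93RNAi (SD, n = 3), differed by less than the spread within groups (exact permutation test, two-sided p = 0.9). The 20 most abundant genes took 13.33% ± 0.212 of the counts in control and 13.28% ± 0.206 in E93RNAi (SD, n = 3).

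Pearson correlations of log2 CPM across genes were 0.995 to 0.997 within groups and 0.976 to 0.979 between groups. The first principal component held 80.2% of the variance and separated the groups. The second component held 6.78% and set replicate 1 of each group apart from replicates 2 and 3. Same-numbered samples deviated together from their group means, with correlations across 7524 genes of 0.155, 0.132 and 0.143 for numbers 1 to 3. The mean for different numbers was -0.0706. Deviations from a group mean cancel out within the group, so this mean largely follows from the same-numbered values and is not separate evidence.

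The targeted gene was examined first. *Eip93F* (FBgn0264490, arm 3R) had 6070, 6993 and 6875 counts in control replicates 1 to 3 and 5954, 6021 and 5876 counts in E93RNAi replicates 1 to 3. Its level was 381.9 ± 15.8 CPM in control and 334.5 ± 15.1 CPM in E93RNAi (SD, n = 3), a log2 fold change of -0.19 ± 0.048 (SE) with an adjusted p-value of 0.0119 in edgeR's quasi-likelihood test. With the replicate number as a block the change was -0.19 with an adjusted p-value of 0.00697 in the same edgeR test. Leaving out control replicate 2 moved this result across the threshold, to -0.16 with an adjusted p-value of 0.0564 in edgeR. Reads from a hairpin that carries *Eip93F* sequence cannot be separated from reads of the endogenous transcript in gene counts.

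Genes tied to the transgenes were examined next. *Dcr-2* had 4801 ± 259.6 CPM in control and 4676 ± 257.5 CPM in E93RNAi (SD, n = 3), and the difference was within the spread between replicates (adjusted p = 0.687, edgeR). The driver gene *peb* had 202.5 ± 15.2 and 185.6 ± 7.54 CPM (adjusted p = 0.139, edgeR), and was lower past the threshold with a correction for exon length (log2 fold change -0.14, adjusted p = 0.0303, edgeR). *tio*, which can be misexpressed in hairpin lines with a second landing site, had 14.4 ± 0.145 CPM in control and 13.3 ± 0.881 CPM in E93RNAi (adjusted p = 0.377, edgeR). *w*, the eye-colour gene used as a transgene marker, rose from 1097 ± 19.8 to 5993 ± 233.7 CPM (SD, n = 3), a log2 fold change of 2.45 ± 0.048 (SE) with an adjusted p-value of 6.25e-12 in edgeR.

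**Figure D1:**
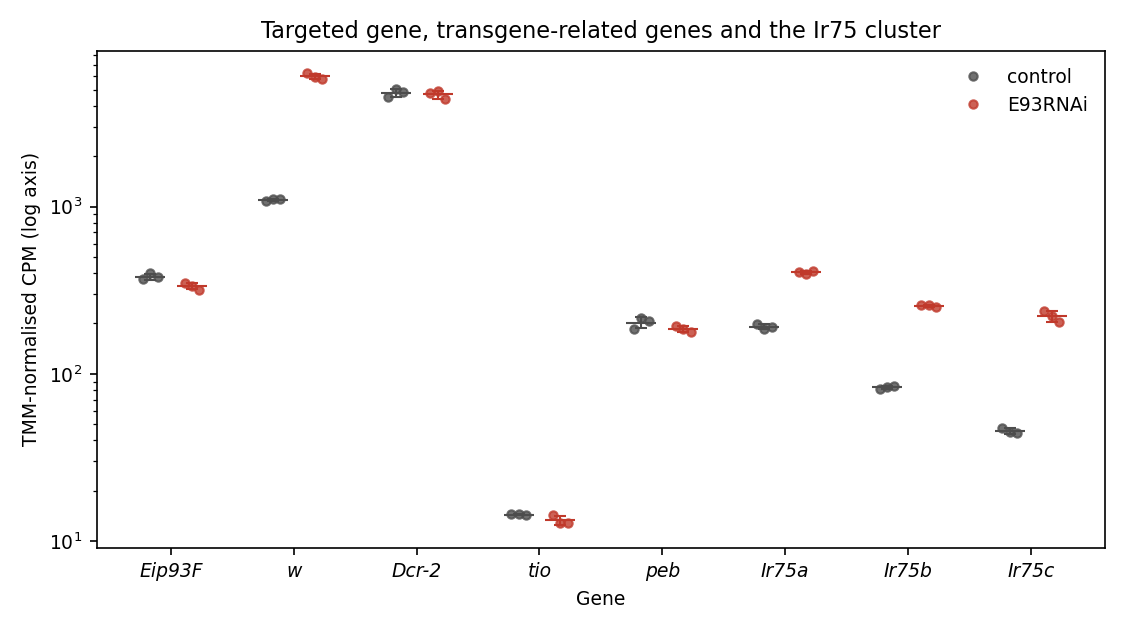
TMM-normalised CPM on a log axis for 8 genes, with points for the 3 control (grey) and 3 E93RNAi (red) samples and lines for the mean and SD. The *w* samples rise from about 1097 to about 5993 CPM and the *Ir75* genes rise with no overlap between groups, while *Dcr-2*, *tio* and *peb* overlap and *Eip93F* falls from 381.9 to 334.5 CPM.

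Across the transcriptome, 2248 of 9237 tested genes (24.3%) differed between the groups at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 1274 were higher and 974 were lower in E93RNAi. The replicate block gave 2430 genes, of which 2210 were shared with the unblocked fit. Most changes were small, with a median absolute log2 fold change of 0.37. A change of at least 1 on the log2 scale was found for 339 genes that rose and 124 that fell, and a change of at least 3 for 90 and 25. All 3 samples of one group lay above all 3 of the other for 3462 genes, 37.5% of those tested, where chance gives 10%. Requiring a change of at least 1 on the log2 scale moved the count most, to 463 genes.

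**Figure D2:**
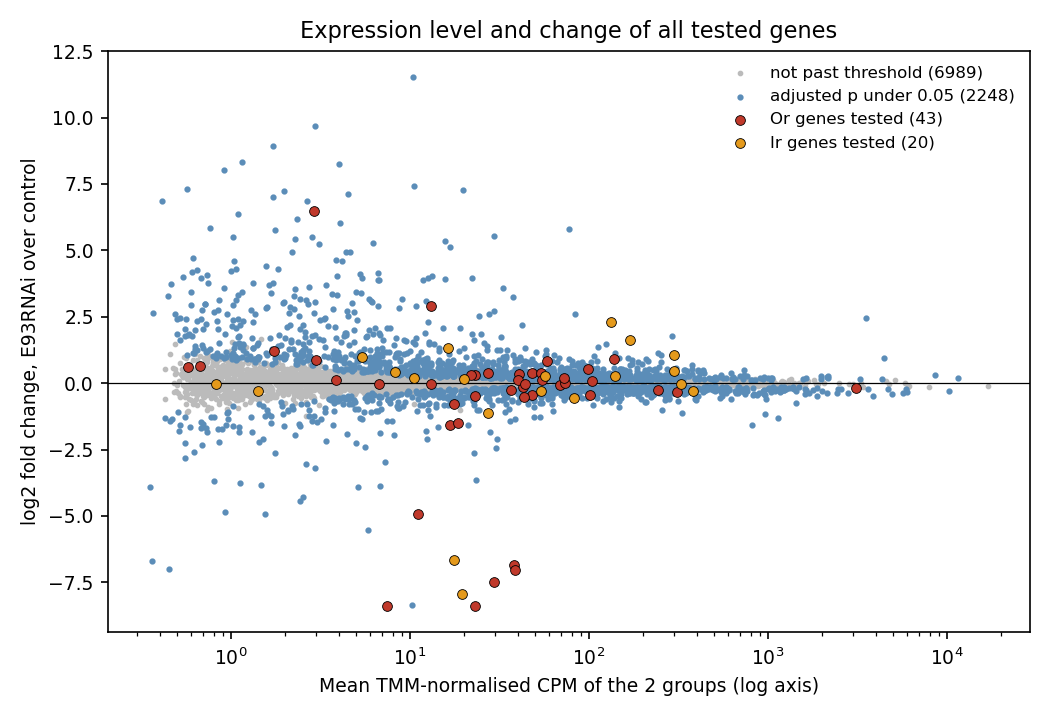
Mean TMM-normalised CPM of the groups (log axis) against the log2 fold change of E93RNAi over control for 9237 tested genes, with 2248 changed genes in blue, 43 Or genes in red and 20 Ir genes in orange. Low genes scatter more widely, and 8 receptor genes have a log2 fold change of -4.94 or lower.

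The largest rises and falls were nearly all switches to or from counts near the floor. Among the 5 largest rises, *Lcp65Ac*, a gene of the larval cuticle protein family, had 0 counts in every control sample and 343, 383 and 390 counts in E93RNAi replicates 1 to 3, at least 121-fold higher. *asRNA:CR45822* was at least 34.0-fold higher, but it lies antisense to *CTCF*, and the counts are uncertain unless counting used strand. *CG9747* was at least 46.3-fold higher, *CG7294* at least 19.9-fold and *CG34330* at least 13.3-fold. The 5 largest falls included *hec*, which encodes a G protein-coupled receptor and had 347, 360 and 367 counts in control and 2, 1 and 0 counts in E93RNAi, at least 122-fold lower. The other 4 were receptor genes, *Or65a*, *Or65b*, *Or65c* and *Ir84a*.

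Odorant receptors are the ligand-binding channels of most antennal neurons. Of 61 Or genes listed in the deposited counts, 43 were tested and 31 (72.1%) differed between the groups, 14 higher and 17 lower, against 24.1% of the other tested genes (Fisher's exact test, two-sided, odds ratio 8.13, adjusted p = 2.05e-10 over 4 families). None of 10000 random lists matched on mean count held as many changed genes. Here and in the other families, both comparisons treat genes as independent, although all calls come from the same 6 samples. They do not measure the spread between replicates. Adjusting over the family alone also gave 31. The median log2 fold change of the family was -0.018, and it was 0.0092 when samples were scaled by library totals, which raised the median of all tested genes to 0.028. Camera placed the family below the other genes (adjusted p = 9.71e-12 over 4 families, limma), and did so with the replicate block (median -0.013, adjusted p = 8.84e-10, limma). Camera on ranks found no shift (adjusted p = 0.633, limma).

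*Or65a*, *Or65b* and *Or65c* are consecutive genes on the plus strand of arm 3L. *Or65a* fell from 46.3 ± 1.82 CPM in control to 0.134 ± 0.137 CPM in E93RNAi (SD, n = 3), a log2 fold change of -8.39 ± 0.19 (SE; adjusted p = 1.41e-11, edgeR). *Or65b* fell from 58.8 ± 3.97 to 0.325 ± 0.277 CPM (log2 fold change -7.50, adjusted p = 2.67e-11, edgeR). *Or65c* had 249, 265 and 266 counts in control and 2, 0 and 0 in E93RNAi, at least 88.7-fold lower. The 3 genes are near copies of one another, so reads could be divided unevenly among them. *Or85b* fell from 76.7 ± 3.52 to 0.582 ± 0.146 CPM (log2 fold change -7.03, adjusted p = 1.46e-12, edgeR) and *Or47b* from 75.8 ± 4.16 to 0.659 ± 0.144 CPM (log2 fold change -6.84, adjusted p = 1.46e-12, edgeR).

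The rises among Or genes were smaller in most cases. *Or33b* had 2, 0 and 1 counts in control and 86, 123 and 101 counts in E93RNAi, at least 33.5-fold higher. *Or19a* rose from 3.04 ± 0.611 to 23.2 ± 1.21 CPM (SD, n = 3; log2 fold change 2.92 ± 0.12 SE, adjusted p = 3.87e-09, edgeR), and its near-identical copy *Or19b* rose by 0.82 on the log2 scale (adjusted p = 1.60e-07, edgeR). The division of reads between these copies is uncertain. *Or43b* rose by 0.91 (adjusted p = 7.12e-08, edgeR) and *Or1a* by 0.86 (adjusted p = 0.00348, edgeR) on the log2 scale. *Or43b* overlaps *Cul1* on the opposite strand.

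Ionotropic receptors form the second receptor family of antennal neurons. Of 66 Ir genes listed in the deposited counts, 20 were tested and 15 (75%) differed, 9 higher and 6 lower, against 24.2% of the other tested genes (Fisher's exact test, two-sided, odds ratio 9.38, adjusted p = 5.16e-06 over 4 families). Adjusting over the family alone gave 16. The median log2 fold change was 0.19, and camera found no shift of the whole family (adjusted p = 0.643, limma), nor with the replicate block (median 0.19, adjusted p = 0.208, limma). *Ir84a* fell from 38.9 ± 2.20 to 0.150 ± 0.116 CPM (SD, n = 3; log2 fold change -7.96 ± 0.18 SE, adjusted p = 1.76e-11, edgeR). *Ir92a* fell from 35.0 ± 1.15 to 0.338 ± 0.1 CPM (log2 fold change -6.67, adjusted p = 9.74e-12, edgeR). Smaller falls were found for *Ir76a* (-1.11), *Ir40a* (-0.56) and *Ir21a* (-0.31), all log2 fold changes with adjusted p-values of at most 0.000908 in edgeR. *Ir76a* and *Ir21a* each overlap a gene on the opposite strand.

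*Ir75c*, *Ir75b* and *Ir75a* lie one after the other, in that order of transcription, on the minus strand of arm 3L, and the annotation shows no exon overlap between them. All 3 rose. *Ir75c* rose from 45.5 ± 1.66 CPM in control to 221.7 ± 17.2 CPM in E93RNAi (SD, n = 3), a log2 fold change of 2.29 ± 0.061 (SE; adjusted p = 6.45e-11, edgeR). *Ir75b* rose from 83.2 ± 1.71 to 254.8 ± 3.95 CPM, a log2 fold change of 1.62 ± 0.041 (SE; adjusted p = 4.38e-11, edgeR). *Ir75a* rose from 191.8 ± 6.71 to 404.6 ± 7.99 CPM, a log2 fold change of 1.08 ± 0.043 (SE; adjusted p = 3.34e-09, edgeR). The log2 fold changes decreased from the first gene to the last by more than their standard errors. The control levels rose in the same order, from 45.5 to 83.2 and 191.8 CPM. The gradient is therefore one of ratios, and the gain in CPM was largest for *Ir75a*. With the replicate block these 3 genes stayed past the threshold in edgeR. Outside the cluster, *Ir41a* rose by 1.32 (adjusted p = 6.29e-07, edgeR) and *Ir60a* by 0.98 (adjusted p = 0.00141, edgeR) on the log2 scale.

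**Figure D3:**
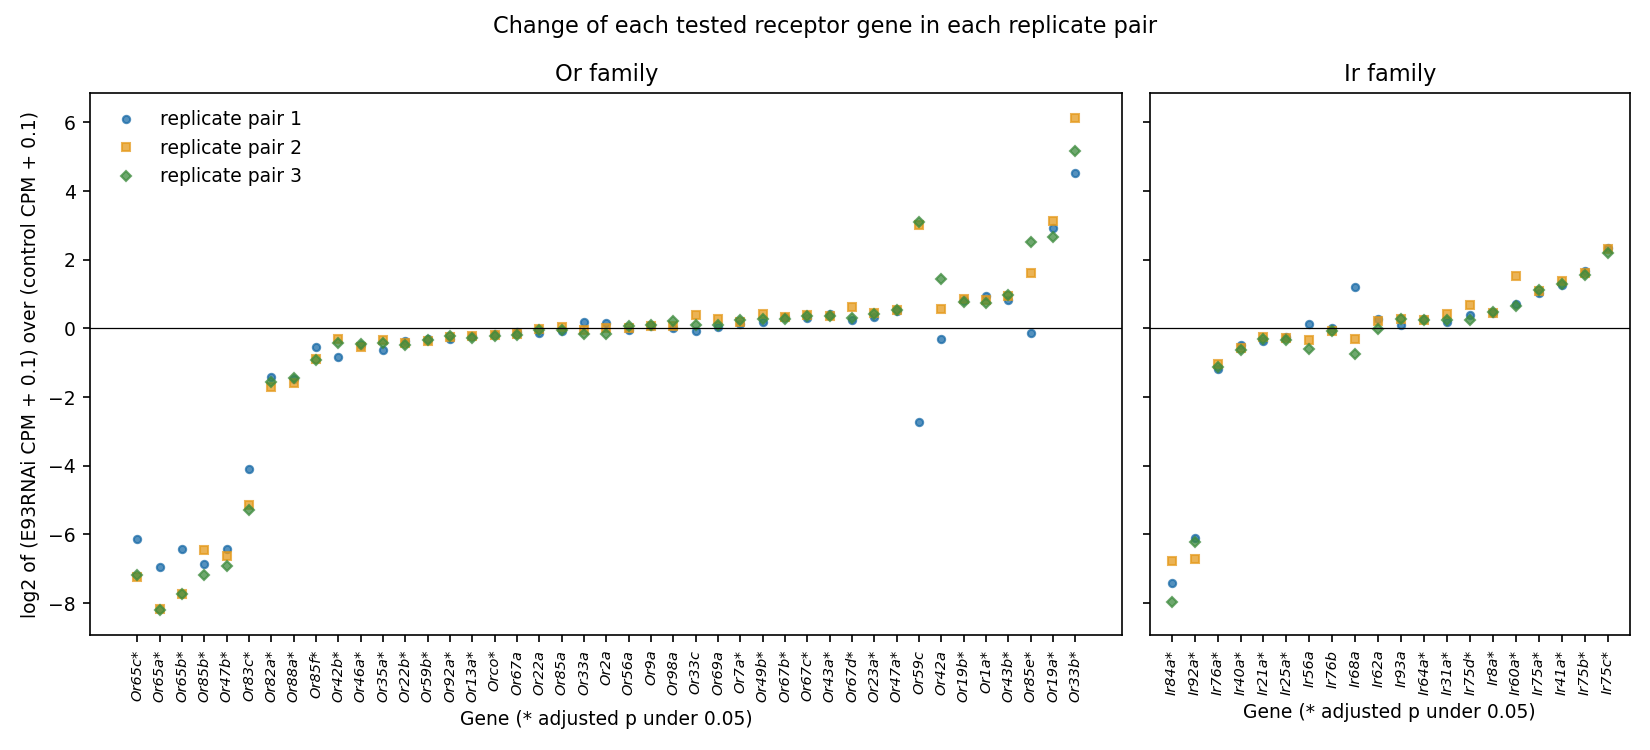
Log2 of E93RNAi over control CPM (each with 0.1 CPM added) in replicate pairs 1 to 3 for the 43 tested Or genes and the 20 tested Ir genes, ordered by fold change, with an asterisk for an adjusted p-value under 0.05. Of the 46 changed receptor genes, 45 moved the same way in all 3 pairs.

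Gustatory receptors and odorant-binding proteins were compared in the same way. Of 12 tested Gr genes 9 differed, 1 higher and 8 lower, and adjusting over the family alone gave 10. The median log2 fold change was -0.36, with a shift down by camera (adjusted p = 7.86e-05, limma) and with the replicate block (adjusted p = 0.000265, limma), but the median was 0.029 without a filter on low counts. Odorant-binding proteins are secreted by support cells, and of 27 tested Obp genes 13 differed, 9 higher and 4 lower, while adjusting over the family alone gave 19. Their median log2 fold change was 0.036, with a shift up by camera (adjusted p = 7.86e-05, limma) and with the replicate block (adjusted p = 1.74e-05, limma). On ranks the Obp shift was not past the threshold (adjusted p = 0.299, limma). The shares of changed genes exceeded those of the other tested genes in both families (Fisher's exact test, two-sided, adjusted p = 0.000416 for Gr and 0.00657 for Obp).

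Of 15 listed regulators of receptor expression 10 were expressed highly enough to be tested. In edgeR's test 5 passed the threshold both over all genes and over the list alone. *Fer1* fell by 0.19 on the log2 scale (adjusted p = 0.0062 over all genes) and *dac* fell by 0.20 (adjusted p = 0.0474). *sqz* rose by 0.41 (adjusted p = 0.0277), *ab* rose by 0.29 (adjusted p = 0.0193) and *svp* rose by 0.22 (adjusted p = 0.0482) in the same edgeR fit. With the replicate block 4 passed, as *svp* had an adjusted p-value of 0.0549 in edgeR.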

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

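The test in this part was chosen after the reads outside genes had been tallied. Reads that the authors' counting left out of genes as ambiguous were a larger share in E93RNAi than in every control sample. They made up 2.041%, 2.029% and 1.998% of the listed reads in E93RNAi replicates 1 to 3 (mean 2.023%) and 1.957%, 1.957% and 1.934% in control replicates 1 to 3 (mean 1.949%). The difference gave p = 0.1 in a two-sided exact permutation test, the smallest value that 3 samples against 3 allow. Reads outside any gene (2.859% against 2.767%) and reads aligned to several places (8.726% against 8.683%) overlapped between the groups, but were also higher in E93RNAi in 3 of 3 same-numbered pairs, so the ambiguous share was not the only one to shift.

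A technical explanation is that genes sharing exons with a neighbour on the same strand were more expressed in E93RNAi, which would raise the ambiguous share through annotation alone. The 1523 genes with such an overlap took 0.114 percentage points more of the gene counts on average in E93RNAi, but the samples of the groups overlapped, at 7.576%, 7.547% and 7.377% against 7.346%, 7.471% and 7.341%. Within same-numbered pairs the share was higher in E93RNAi in 3 of 3, as the ambiguous share was, so this explanation is not excluded. A few overlapping genes or transgene sequence were not tested as sources. No biological explanation was tested.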

How the results depend on the processing

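The alternatives were set before the data were examined, apart from the corrections for exon length and camera on ranks. The count of changed genes stayed within 1.5 times of 2248 in the 17 other fits across all genes. It was 2242 with DESeq2 size factors, 2255 with library totals, 2251 with upper-quartile scaling, 1906 with DESeq2, 2211 with limma voom, 2396 without a filter and 2430 with the replicate block. Leaving out each sample in turn gave 1711 to 2155 genes, and no gene called both there and in the full fit changed sign. Among the scalings, library totals moved the share of rises among the calls most, from 56.7% to 64.0%. The TMM factors were 0.988 to 0.992 in control and 0.998 to 1.018 in E93RNAi, and without them the median log2 fold change of all tested genes moved from 0.00028 to 0.028. Adding a length correction gave 2473 genes, and 2627 together with the replicate block. Stricter criteria lowered the counts. An adjusted p-value under 0.01 left 1482 genes, of which 610 were lower, and a change of at least 1 on the log2 scale left 463, with 339 higher and 124 lower.

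*Eip93F* was lower in every alternative. Its log2 fold change was between -0.23 and -0.16 across the 6 fits that each left out one sample, and in 2 of these (without control replicate 2 and without E93RNAi replicate 3) its adjusted p-value was 0.0564 and 0.0552 in edgeR, where the adjusted p-values over its 17 alternatives began at 0.000413. The cause was not tested.

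The median log2 fold change of the Or family lay near 0 and changed sign with the settings. It was 0.0092 with library totals, which moved the median of all tested genes by a similar amount and so does not bear on the family, and ranged from -0.018 to 0.076 across the 6 fits that each left out one sample. The family test lost its call with DESeq2 (median -0.022) and limma voom (median -0.0097), where camera was run on voom values in both (adjusted p = 0.185), and on ranks (median -0.018, adjusted p = 0.633). Over its 19 alternatives the adjusted p-value ranged from 2.6e-12 to 0.633 (limma). Ranks changed the call on the same fold changes, so it depends on the size of the changes, where 8 members fell and 3 rose by at least 1 on the log2 scale. The cause of the loss with DESeq2 and limma voom was not tested. The Obp family also lost its call with DESeq2 (median 0.031), limma voom (median 0.078) and ranks (median 0.036), with adjusted p-values from 4.79e-07 to 0.299 over its 19 alternatives (limma). Without a filter on low counts, the medians of the Ir and Gr families changed sign, to -0.026 and 0.029, and the cause was not tested. The number of changed genes was 28 to 32 for the Or family and 14 to 15 for the Ir family over the 17 fits across all genes.

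The regulator list was the least stable result. It gave 3 genes with DESeq2, 3 with limma voom and 1 to 3 across the 6 fits that each left out one sample, and the cause was not tested. *Dcr-2*, unchanged between the groups, had a log2 fold change from -0.081 to 0.0051 across the fits that each left out one sample. Apart from *Eip93F*, which is given above and not counted here, 36 single genes had 611 values under alternatives. Of these values, 580 kept their direction and side of the threshold, 27 became weaker, 3 became stronger and 1 reversed. The 3 were *peb*, which passed the threshold in edgeR with the length correction (adjusted p = 0.0303), with that correction and the replicate block (0.0338) and without control replicate 1 (0.0179), within a range of 0.0179 to 0.393 over 17 alternatives. The planned correction for GC content was not run. For genes whose samples in one group hold 3 counts or fewer, depth limits the fold to a lower bound. Some falls to slightly higher counts moved by more than their SE across the 6 fits that each left out one sample. The log2 fold change ranged from -9.54 to -8.02 for *Or65a*, from -8.42 to -7.17 for *Or65b* and from -8.73 to -7.55 for *Ir84a*. All stayed past the threshold in edgeR, so the direction held and the size is uncertain.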

Other observations

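In this part the tests of library size, of palp tissue and of muscle tissue varying between samples, and the measure over 2 *Hsp70* copies in place of 1, were chosen after the result was seen, and the other tests were set before their values were known. Genes named here and not in the results were chosen after their values were seen.

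The number of changed genes was compared with other splits of the 6 samples. There are 10 splits into 3 and 3, and 4 of them part every same-numbered pair as the real one does. Of these 4 splits, 1, the real one, gave as many as 2248 genes, and the other 9 of all 10 splits gave 0 genes at an adjusted p-value under 0.05 in edgeR, with at most 296 genes at an unadjusted p under 0.05. With so few splits the share cannot fall under 0.05. Every other split also has both groups on each side, so the group difference adds to the spread within sides and leaves few calls. The comparison therefore cannot decide whether the calls arose by chance. A difference in library size was also weighed. Mean total counts differed by 79665 reads, less than the SD of 720890 reads within groups. The hairpin strains carry landing sites on arm 2L, so differences in genetic background on that arm are a candidate explanation for some calls. Genes changed by at least 1 on the log2 scale were not over-represented on 2L (odds ratio 1.02, two-sided Fisher's exact test p = 0.852), and none of the 5 large arms departed after adjustment (lowest adjusted p = 0.312). A difference confined to the surroundings of a landing site would be diluted over the arm, so this test does not bear on it.

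Heat-shock genes rose together. *Hsp70Ab* had 4, 4 and 5 counts in control and 781, 614 and 714 counts in E93RNAi, a log2 fold change of 7.27 (adjusted p = 8.66e-11, edgeR). A technical explanation is transgene sequence, since expression vectors often carry pieces of an *Hsp70* gene and would load the rise onto 1 or 2 copies. *Hsp70Bb* and *Hsp70Ab* together took 93.3% of the summed rise over the 6 copies, and *Hsp70Bb* alone took 54.4%, so this explanation remains. The other copies also rose, *Hsp70Aa* from 4 to 108 and *Hsp70Bc* from 15 to 165 summed counts, and the copies are near identical, so the division of reads among them is uncertain. The other explanation is a heat-shock response of the flies. In 7 of 7 other heat-inducible genes tested, the level was higher in E93RNAi and past the threshold, with a median log2 fold change of 1.64. The list held 8 genes, and the remaining one, *Hsp22*, had 0 counts in every sample of both groups, so it showed no rise. *Hsp23* rose by 3.96, *Hsp26* by 3.94 and *Hsp68* by 2.60 on the log2 scale, while *Hsp83* rose by 0.51. The rise of these genes is consistent with a stress response in the E93RNAi samples, but for *Hsp70Ab* it cannot be told apart from transgene sequence. Whether a response arose from the knockdown or from handling of the flies was not tested.

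Several mechanosensory genes rose with *Lcp65Ac*. *nompA* rose by 3.23, *nompC* by 2.70 and *ppk* by 4.04 on the log2 scale, and *ppk26*, with 3, 1 and 2 counts in control, was at least 121-fold higher (adjusted p of at most 1.55e-09 for each, edgeR). Tissue other than antenna in the sieved material is a candidate explanation. Eye markers had a median log2 fold change of 0.952 and fat body and oocyte markers one of 0.41, both under the value of 1 set as the criterion. Past the threshold, 3 of 4 tested eye markers rose, and 1 of 3 tested fat body and oocyte markers. The latter was *Yp3* (log2 fold change 2.86, adjusted p = 0.0379, edgeR), with 2, 1 and 24 counts in control and 4, 124 and 76 in E93RNAi, so its samples overlapped. The summed level of the 9 eye markers rose from 9.52 ± 0.41 to 16.7 ± 0.973 CPM (SD, n = 3), mostly through *trp* and *ninaC*. The photoreceptor gene *ninaE* stayed near the floor, with 3, 4 and 1 counts in control and 3, 5 and 1 in E93RNAi. *inaD* went from 5, 4 and 9 counts to 0 in each sample. Both go against added eye tissue. The eye marker *Rh4* went the other way, from 1, 2 and 1 counts to 18, 11 and 14 (log2 fold change 3.28, adjusted p = 0.000469, edgeR). Added eye tissue is therefore not excluded. Muscle markers had a median of 1.65, above the criterion. Their summed level was 24.1, 6.87 and 26 CPM in E93RNAi replicates 1 to 3 against a mean of 6.71 CPM in control, so it was high in 2 of 3 samples. Over the 5 genes, the median ratio of replicate 2 to the mean of replicates 1 and 3 was 1.04, where the muscle sum gave 0.275. The ratio was 0.843 for *ppk* and 0.744 for *ppk26*, both lowest in replicate 2 as the muscle sum was, though less so. Varying muscle content may explain the muscle markers, and the 5 genes did not vary to that extent. Leg or head cuticle was not tested, so a biological effect cannot be told apart from those tissues or from eye tissue.

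Some receptors of the maxillary palp, a second olfactory organ, varied between samples without following the groups. *Or59c* had 22, 1 and 0 counts in control and 2, 21 and 14 in E93RNAi, *Or71a* had 12, 2 and 0 against 2, 19 and 9, and *Or85d* had 4, 1 and 0 against 2, 22 and 15. *Or42a* had 10, 12 and 5 counts against 8, 19 and 17, lower in pair 1 and higher in pairs 2 and 3 as *Or59c* was. *Or33c* and *Or46a* did not vary in this way. *Or33c* had 68, 56 and 68 counts against 67, 75 and 73, and *Or46a* fell without overlap, from 468, 452 and 482 to 349, 318 and 358 counts (log2 fold change -0.49, adjusted p = 0.000361, edgeR). *Or85e* was the 1 palp receptor that rose past the threshold (adjusted p = 0.0491, edgeR), and it did not rise in replicate pair 1 (log2 of -0.14). Palp tissue carried along in some samples might produce the counts of *Or59c*, *Or71a* and *Or85d*. It might also contribute to those of *Or85e*, with 32, 15 and 7 counts in control and 30, 51 and 49 in E93RNAi, so its call is open. Of the 7 palp receptors 5 could be tested, too few for the criterion of 6 moving together. Such tissue does not account for most receptor changes, since *Or59c* was lower in E93RNAi in pair 1 and higher in pairs 2 and 3, while 45 of 46 changed receptors moved the same way in all 3 pairs.

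A hypothesis for the rise of *Or33b* and *Or1a*, which are also used by larval neurons, is that a larval receptor program was kept. A list of 14 other larval receptors gave a summed level in E93RNAi that was 0.996 times that in control, 7.41 ± 0.207 against 7.44 ± 0.557 CPM (SD, n = 3). The sum came mostly from *Or33a*, the only member with enough counts to be tested, so the sum says little about the others. Their counts stayed near the floor, at most 4 in any E93RNAi sample, where *Or33b* had 86, 123 and 101. This argues against a rise like that of *Or33b* in these genes. A rise of the size of that of *Or1a* could not be seen at such counts.

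Neighbouring genes changed together slightly. Over 9142 pairs of adjacent tested genes, Spearman's rho of their log2 fold changes was 0.0999, against a 95th percentile of 0.0158 when fold changes were shuffled among genes of similar count (permutation p = 0.001, the smallest that 1000 shuffles can give). Genes are not independent replicates here. Reads shared by overlapping genes are not the source, as 7725 pairs without exon overlap gave a rho of 0.107. A hypothesis raised by the graded log2 fold changes along *Ir75c*, *Ir75b* and *Ir75a* is transcription that runs on from a gene into the next on the same strand. Same-strand pairs had a rho of 0.129 and opposite-strand pairs 0.0872, a difference of 0.0415 (permutation p = 0.036, one-sided, not adjusted for the 3 tests of neighbours). Run-on transcription may contribute, but the difference is small and shared regulation of tandem duplicates would give it too. The next gene downstream of *Ir75a*, *Cln3*, did not rise with the cluster (log2 fold change -0.14, adjusted p = 0.0419, edgeR).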
